A study of Mus musculus with 8 samples. Its data were reported in "CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline" (2026).

How the data were processed

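The assay for transposase-accessible chromatin with sequencing (ATAC-seq) marks open DNA by inserting sequencing adapters with a transposase. It was run on L4 to L6 dorsal root ganglia (DRG) of male C57BL/6 mice aged 8 to 10 weeks. An adeno-associated virus (AAV) was injected into both sciatic nerves 4 weeks before a dorsal column axotomy, a spinal cord injury that cuts the central branch of sensory axons. It carried Cited2 together with green fluorescent protein (GFP), or GFP alone as the control. The ganglia were taken 24 hours after injury, dissociated, and enriched for neurons over a bovine serum albumin cushion. The labels give 4 samples in each of the 2 groups.

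Per the study's methods and the submitters' processing notes, adapters were trimmed with bcl2fastq, reads were aligned with Bowtie2 to the mouse build GRCm38 (mm10), and peaks were called with MACS2 in a published ATAC-seq pipeline. The versions of the aligner and the caller were not used here. The notes also name HTSeq 0.6.1 and edgeR 3.8.6, which the authors used for comparisons per sample that are not analysed here. The deposited values are 2 peak lists, 1 for each condition, called by the authors on reads pooled over the samples of that condition, at a p threshold of 0.01, with at most 300000 peaks kept and blacklisted stretches removed. For each peak the authors deposited a fold enrichment of the summit over the local background, a −log10 p-value and a −log10 q-value, and the summit position. The fold and the −log10 p are the authors' own values per peak. They were used to describe, rank and filter the peaks of each list, with the same thresholds in both, and to recover the pileup and background from which the pools were compared. Pooling leaves 1 list per condition, so there is no spread between replicates, no test between the conditions and no p-value here.

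Depth was recovered from the lists. MACS2's fold is the pileup plus 1 over the background plus 1, and its p is the upper tail of a Poisson distribution with that background, so both can be solved for the pileup (the number of tags stacked on the summit base) and the background. In both lists 100.0% of the recovered pileups were whole numbers within 0.05. The genome-wide background, the most common recovered value, stood for the depth of a pool: 32.2 tags in the Cited2 pool and 35.2 tags in the GFP pool. A depth-scaled pileup is the pileup divided by this background. Summits of both lists within 10 bp of each other were matched, and the log2 ratio of their depth-scaled pileups (Cited2 over GFP) was taken with a 95% interval of 1.96 counting standard errors. These intervals cover counting error only, since the 2 ends of a fragment and PCR copies are not independent and no replicate enters. Because this ratio declined with summit strength, a deviation was also computed as the log2 ratio minus the running median over 501 autosomal summits of like strength whose local background was under 2 times the genome-wide level. The deviation and this limit on the background were chosen after the data had been seen.

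Peaks that touched were merged into regions with bedtools 2.31.1, and a region was called shared when at least 1 bp overlapped a region of the other list. A region absent from a list was not called there, which is not a measured loss. Chance overlap came from 20 seeded shuffles of the regions within chromosomes. Gene positions and symbols came from a RefSeq table of assembly GRCm38.p6, the build of the peak lists. It gives the ends of a gene but no strand, exons or introns, so promoters could not be placed: in their stead a gene-end window of 1000 bp on each side of both annotated gene ends was used. This window takes in 3′ ends as well as promoters, and it misses a promoter that lies inside the annotated gene. A gene counted in 1 list only may therefore still have a promoter peak in both lists. The window departs from the promoter definition that had been set before the data were examined. Regions over 1000 bp from every gene end were called distal. Motif shares and exon or intron annotation need a genome or gene models that were not used here.

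The 21 gene lists (sensory neuron identity, satellite glia and Schwann cells, macrophages and other immune cells, endothelium, fibroblasts and mural cells, regeneration-associated, synaptic transmission, ion channels, Notch, Wnt, chromatin regulators, Cited2 partner factors, Hox, neurogenic bHLH and homeobox, cell cycle, housekeeping, silent tissue-restricted, 2 of genes the study named, and 2 of genes whose RNA moved together under Cited2 overexpression and at E12.5) were fixed before the data were examined. Of 1208 entries, 6 had no match by symbol or synonym. Each list's net share (members with a gene-end peak in the Cited2 list only minus those in the GFP list only) was placed among 10000 random lists of the same size, drawn with replacement and matched on the strongest gene-end peak in 10 bins. The median deviation of the members' strongest matched gene-end summit was placed in the same way, matched on strength. This measure was added after the data had been seen, when a median over all matched summits of the gene body and 1 kb or 10 kb flanks had already been tried, and all 12 versions (gene ends or gene bodies, summits within 10 or 50 bp, random lists matched or not, trend over ordinary or over all summits) are reported. The copies of the RNA lists used here may lack 1 gene each. The named genes are Cited2; the 10 protein-coding genes per list with the strongest gene-end peak and none in the other list's window, leaving out symbols of the form Gm plus number or ending in Rik; the 5 strongest list-only distal regions per list; up to 4 list-only members per gene list and direction, or all where there were 5 or fewer or where the study named the genes; and the 10 genes per direction with the largest log2 ratio at a matched gene-end summit whose interval excluded the genome-wide median. Some genes that this rule takes are not reported here. Shares carry Wilson 95% intervals.

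The steps were tested on simulated data. The solver returned 100.0% of 20000 simulated pileups. For the comparison of the Cited2 pool with the GFP pool, Poisson pileups were drawn at the matched summits, without the requirement of a peak in both lists. Of 200 summits changed 2-fold, 96.5% had an interval that excluded the median in the right direction, as had 4.77% of 26009 unchanged summits in either direction. The draws follow the same Poisson model as the intervals, so these rates cover counting error alone. They are not error rates for the real summits, whose spread was wider. Alternatives covered the peak threshold, the overlap, the window (500 and 2500 bp), the distal distance (2500 and 5000 bp), equal numbers of top-ranked peaks (50000, 100000 and the length of the shorter list), the chromosomes, the matching of random lists (20 bins or none) and the summit tolerance (50 bp). Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.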

Results

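Chromatin accessibility was profiled in neuron-enriched cells of adult mouse DRG after a spinal cord injury, with 4 samples that received AAV-GFP and 4 that received AAV-Cited2-GFP. Cited2 is a transcriptional cofactor that binds the acetyltransferases CBP and p300, and the design asks whether its overexpression changes which sites are open. The samples of each condition were analysed as 1 pool. The GFP pool was the deeper one by 9.38%, as judged from the genome-wide background of 35.2 tags against 32.2 tags in the Cited2 pool. The Cited2 list held 299279 peaks and reached the cap of 300000 before blacklist filtering, with a lowest −log10 p of 2.12. The GFP list held 236176 peaks, did not reach the cap, and had a lowest −log10 p of 2.00. All values below compare 1 pool with 1 pool, so no difference has a replicate check.

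The overexpressed gene was examined first. Cited2 lies on chromosome 10 from 17723228 to 17725674 (mm10), and both lists had peaks over it. Inside the gene, the summit at 17724074 had a pileup of 194 tags in the Cited2 pool, against 106 tags at 17724046 in the GFP pool. The depth-scaled log2 ratio was 1.00 (95% counting interval 0.66 to 1.34), which ranked 6 of 74092 summits matched within 50 bp. In the Cited2 list a single region from 17723921 to 17724699 covered this part of the gene, and in the GFP list it was split into a peak from 17723942 to 17724184 and another from 17724331 to 17724582. The strongest summit at the locus lay just outside the gene, at 17723185 with 330 tags in the Cited2 pool and at 17723166 with 410 tags in the GFP pool (log2 ratio −0.18, interval −0.39 to 0.03). Of the other summits matched within 10 kb outside the gene, the one at 17722423 had 260 against 351 tags (−0.30, interval −0.54 to −0.07), the one at 17722874 had 200 against 202 tags (0.11, interval −0.17 to 0.40) and the one at 17733234 had 66 against 84 tags (−0.22, interval −0.68 to 0.25). The exon that each summit falls in was not examined here.

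**Figure D1:**
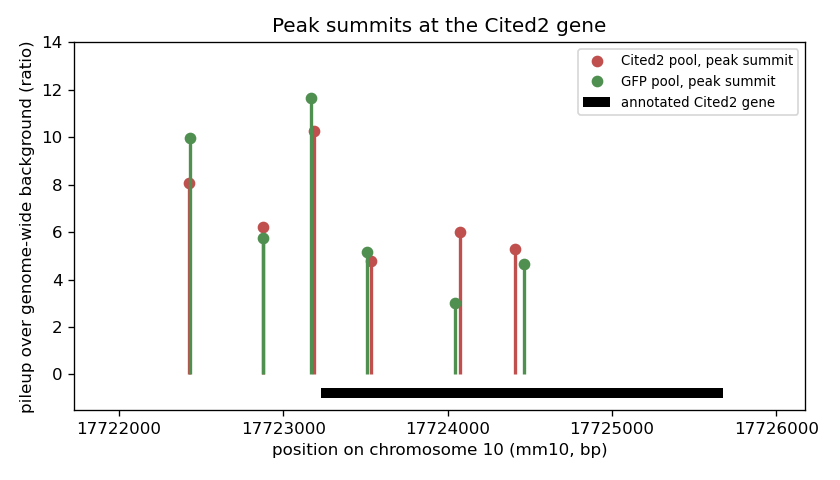
Peak summits at the Cited2 gene, with position on chromosome 10 (mm10, bp) on the x axis and the pileup divided by the genome-wide background of its pool on the y axis. Each stem is 1 summit of the Cited2 pool (red) or the GFP pool (green) and the black bar is the annotated gene; the summit near 17724074 stands at 6.02 in the Cited2 pool and 3.01 in the GFP pool.

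The Cited2 list was longer only through its weak peaks. Merged into regions, it held 244353 regions over 70.6 Mb, and the GFP list 198182 regions over 53.9 Mb. Among peaks with a −log10 p of at least 5 the lists were of nearly equal length, with 104562 peaks in the Cited2 pool and 105540 in the GFP pool. At a −log10 p of at least 10 the order was turned, with 32246 peaks against 39845, and at 50 or more there were 7840 peaks against 9922. With GFP tags thinned to the depth of the Cited2 pool, 37071 GFP peaks still passed the threshold of 10, so that the order did not turn back.

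**Figure D2:**
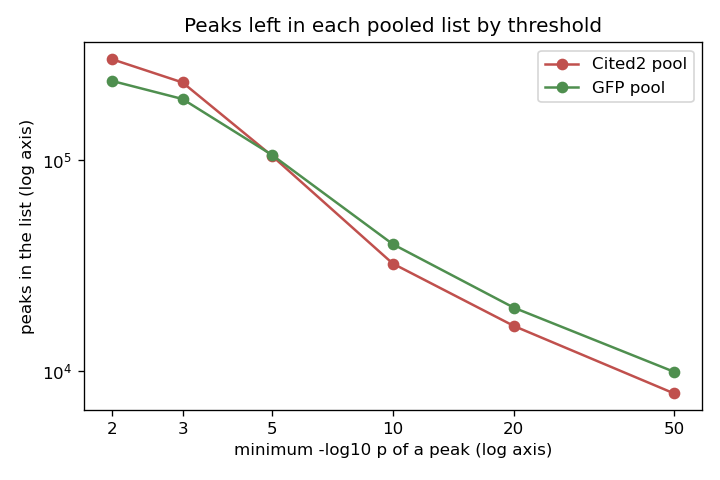
Number of peaks left in each pooled list (y axis, log scale) at a minimum −log10 p of 2 to 50 (x axis, log scale), with the Cited2 pool in red and the GFP pool in green. The lines cross near 5, with 104562 and 105540 peaks, and the GFP pool holds more peaks from there on.

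The strongest open sites were found in both pools. Of regions with a −log10 p of at least 20, 99.9% of 12968 in the Cited2 list and 99.2% of 16360 in the GFP list overlapped a region of the other list, which left 9 and 127 regions. Over all regions, 37.6% of Cited2 regions (Wilson interval 37.4% to 37.8%) and 48.0% of GFP regions (47.8% to 48.2%) were shared. Shuffled regions gave 4.42% and 5.48%. The 152394 Cited2-only and 103090 GFP-only regions were weak, with a median pileup of 55 and 60 tags. Most shared regions were not much stronger, with a median of 64 tags in the Cited2 list and 69 tags in the GFP list. Shared regions lay at a gene end more often, at 25.7% of the shared Cited2 regions against 10.4% of Cited2-only and 10.3% of GFP-only regions. A further 54.5% of Cited2-only and 54.6% of GFP-only regions lay elsewhere inside genes, and the rest between genes.

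A gene-end peak was called for 28099 genes in the Cited2 list and 25900 genes in the GFP list. For 5022 genes it was called in the Cited2 list only and for 2823 in the GFP list only; among protein-coding genes these counts were 1403 and 833. The ratio of Cited2-only to GFP-only genes, 1.78, turned to 0.481 at a −log10 p of at least 10 in both lists, and with equal numbers of the strongest peaks it was 1.20, 1.11 and 1.15 (50000 peaks each, 100000 each, and the length of the shorter list). The 10 strongest Cited2-only genes included Aldoa, Cfap97, Clip2, Trnau1ap, Clasp2, Rap2c, Furin, Maged2 and Dennd6b, and for all 10 the peak overlapped a GFP region whose border stopped short of the window. Of the 10 strongest GFP-only genes this held for 6, Aktip, Arih1, Wapl, Sema4c, Gria2 and Igfbp3, and the other 4 were Zfp960, Trappc3l, Serpinb5 and Itm2a. Zfp960, a zinc finger gene on chromosome 17, had the strongest such peak, from 17063886 to 17064097 with 134 tags (−log10 p 36.8). When the region itself had to be absent from the other list, a choice made after the data had been seen, the strongest Cited2-only genes were Cd96 and Hddc3, with 96 and 109 tags, followed by Ifi206, Vmn2r4, Ildr1, Myo5b, Slfn3, Pom121l12, Sprr2i and Phf11d. Cd96 encodes a receptor of T cells and natural killer cells, and Ifi206 and Slfn3 belong to interferon-inducible and Schlafen gene families. Under the same choice the GFP-only genes also included Tspan8, Usp51, Nkap, Enpp3, Cyp2j13 and Gpm6b, the last a membrane proteolipid of neurons and glia.

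Distal list-only regions numbered 136506 in the Cited2 list and 92515 in the GFP list. The strongest of the Cited2 list with an ordinary background lay inside Uxs1 (chromosome 1, 43811057 to 43811301, 102 tags), inside Max (chromosome 12, 76957811 to 76957991, 131 tags), inside Ifit1bl1 (chromosome 19, 34636969 to 34637212, 99 tags) and 10.7 kb from Pisd (chromosome 5, 32725459 to 32725658, 144 tags). In the GFP list they lay inside Sema3c, a secreted axon guidance cue (chromosome 5, 17586642 to 17587174, 138 tags), Samd4 (chromosome 14, 46989769 to 46990028, 123 tags) and Mme, a membrane peptidase (chromosome 3, 63297868 to 63298099, 121 tags). The remaining 3 of the 10 regions, 2 inside Sfi1 on chromosome 11 and 1 on chromosome 9 at 311 kb from Alkbh8, had a local background 7.74 to 11.3 times the genome-wide one.

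Strong sites had lower depth-scaled pileups in the Cited2 pool. Over 26209 matched summits the median log2 ratio was −0.07. With the summits split into 10 equal groups by strength, it was 0.02 in the weakest group and −0.23 in the strongest, where 88.5% of 2621 summits were lower in the Cited2 pool. The value near 0 in the weakest group is partly set by the requirement of a peak in both lists, since the ratios there spread less than counting error (SD 0.17 against 0.28). Housekeeping gene ends shared this shift, with a median of −0.23 over 29 genes and a deviation of −0.03 from summits of like strength. Against the genome-wide median, 1227 summits were higher and 2337 lower in the Cited2 pool by their counting intervals. Against summits of like strength, a centring chosen after the data had been seen, 1523 were higher and 1343 lower, so the split between directions depended on the centring. For summits not selected in this way, counting error alone would give about 655 in each direction.

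**Figure D3:**
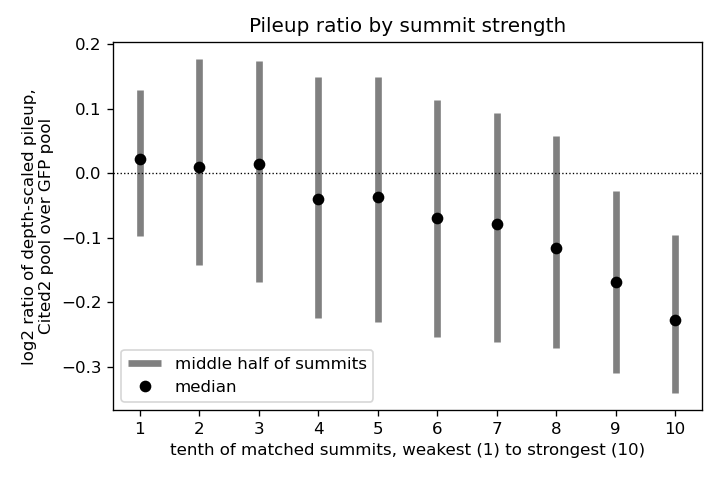
Log2 ratio of the depth-scaled pileup, Cited2 pool over GFP pool (y axis), in 10 equal groups of the matched summits from the weakest to the strongest (x axis). Dots are medians and bars run from the lower to the upper quartile of each group; the median goes from 0.02 in the weakest group to −0.23 in the strongest.

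At the gene ends of 7899 protein-coding genes, 284 summits were higher and 1568 lower in the Cited2 pool than the genome-wide median, and 573 were higher and 628 lower than summits of like strength. The genes named next were picked as the extremes of these 7899, and their counting intervals were not adjusted for that choice. Over all matched summits, the deviation divided by its counting standard error had an SD of 1.247, so the intervals were too narrow for the spread. They fell short by more at strong summits: in the strongest of the 10 groups the log2 ratio had an SD of 0.18 against a median counting standard error of 0.11. Whether these genes exceed the extremes that such spread alone would give was not tested. The highest log2 ratio at a gene end was at Batf3, 0.89 (interval 0.42 to 1.35), with 98 tags in the Cited2 pool and 58 in the GFP pool. Its relative Batf had 93 against 58 tags (0.81, interval 0.34 to 1.28). Both encode transcription factors of immune cells. Scarf2 (0.88), the interferon-induced Ifi35 (0.88), St6galnac4 (0.80), Mfsd11 (0.77), Vps33b (0.74), Nodal (0.69), Tespa1 (0.68) and Serpinb13 (0.67) followed. The lowest ratios were at Proser2, −1.01 (interval −1.44 to −0.57), with 61 against 134 tags, and at the RNA-binding protein gene Rbmx, −0.97 (interval −1.33 to −0.60), with 87 against 186 tags. One summit that lay in the gene-end windows of both Ppfia3, a presynaptic scaffold gene, and Lin7b had 166 against 340 tags (−0.91, interval −1.17 to −0.64). Nt5e (−0.86), Zswim2 (−0.84), Szrd1 (−0.83), Slc25a15 (−0.82), the calcium-activated potassium channel gene Kcnn2 (−0.82) and Tbc1d9 (−0.82) were also lower. For each gene this is the strongest gene-end summit that could be matched within 10 bp between the lists. It was also the strongest gene-end summit of both lists for 6 of the 10 higher and 9 of the 10 lower genes. For Ifi35, Nodal and Zswim2 the strongest summits of the 2 lists lay at different positions, so their pileups cannot check the direction. For Ifi35 they were 99 tags at 101448381 in the Cited2 pool against 73 at 101448700 in the GFP pool. For Nodal they were 87 tags at 61418417 against 62 at 61426438, and for Zswim2 53 at 83941259 against 102 at 83941177. For St6galnac4 and Mfsd11 the strongest summits went the other way from the matched one. They had 183 tags in the Cited2 pool against 242 in the GFP pool (log2 ratio −0.27) and 167 against 264 (−0.53).

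None of the 21 gene lists fixed before the data were examined stood apart by the measure fixed with them, the net share of members with a gene-end peak in 1 list only, although the endothelial list did in 3 of the 4 alternatives set with it. Synaptic transmission genes had a gene-end peak for 53 of 61 members in the Cited2 list and 52 in the GFP list (percentile 46.9), with Grin2a, Camk2b and Gad1 in the Cited2 list only and Gria2 and Slc32a1 in the GFP list only. By pileup, a measure taken up after the data had been seen, 39 of these genes had a gene-end summit matched within 50 bp, of which 10 were lower and 1 was higher in the Cited2 pool than summits of like strength. Their median deviation of −0.19 lay at percentile 0.02 of random lists, and at percentile 1.03 (−0.16) for the 17 members matched within 10 bp. Syt4 and Syndig1 in this list were also named by the study as less accessible on these samples, so they are no independent evidence here. The lower members included Snap25 (67 against 142 tags, deviation −0.86), Cacna1b (−0.72), Syt7 (−0.62), the vesicular glutamate transporter gene Slc17a6 (−0.52), Syn1 (−0.51), Syt4 (−0.49), Vamp1 (−0.48), Syt1 (−0.42) and Rims1 (−0.39), genes of vesicle docking, fusion and filling or of presynaptic calcium entry, and Nrxn2 was the higher one (166 against 154 tags, deviation 0.38). Which summit stood for a gene depended on the tolerance. Within 10 bp the Rims1 summit was another one, with 71 against 87 tags (deviation −0.16, interval −0.62 to 0.29). Nlgn2 went the other way, with a deviation of −0.37 within 10 bp and −0.05 within 50 bp. The synaptic list stood apart at gene ends alone. With all matched summits of the gene body and 1 kb or 10 kb flanks, whose percentiles had been computed before those at gene ends, the synaptic list lay at percentiles 5.60 and 63.4 within 10 bp and 8.62 and 17.2 within 50 bp of unmatched random lists, none outside the central 95%. Among markers of other cell types, gene-end summits within 50 bp had a median deviation of 0.14 for immune cells (percentile 97.4), 0.04 for endothelium (66.2), −0.01 for satellite glia and Schwann cells (49.4) and −0.04 for fibroblasts and mural cells (41.2).

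Which list stood apart by pileup depended on how it was measured. In all, 12 versions of the median deviation were computed, and the synaptic list lay outside the central 95% in 4 of them. These were every version at gene ends, and no version over gene bodies was among them. Markers of macrophages and other immune cells lay outside in 5 of 12 versions, always on the high side, with percentiles from 79.2 to 99.4, and Hox genes in 5 of 12 on the low side, with percentiles from 1.30 to 12.8. The genes the study named as more accessible, chosen on these samples, lay outside in 3 of 12 on the high side. Their percentiles ranged from 21.8 to 99.6. The genes with lowered RNA and the silent tissue-restricted genes lay outside in 2 of 12 each, and neurogenic genes in 1 of 12. Markers of sensory neuron identity lay outside in 1 of 12 and ranged from percentile 1.36 to percentile 96.5. Chance gives about 1 of 21 lists per version.

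The genes whose RNA the study found changed in the same direction under Cited2 overexpression and at E12.5 did not part by direction at their gene ends. The list with raised RNA had a gene-end peak for 100 of 106 protein-coding members in the Cited2 list and 97 in the GFP list (percentile 63.4), with Iffo2, Tacc1 and the axon guidance receptor gene Robo1 among those in the Cited2 list only and Clmp and Ptprd in the GFP list only. The list with lowered RNA had one for 249 and 247 of 278 members (percentile 17.0). Trpc7, Nppb, Nell1 and Il31ra were the strongest of its Cited2-only members, and Lrrn4, Zmat4, Ighg2c and Trpa1 of its GFP-only members. The median deviation was −0.05 for raised RNA (percentile 8.21) and −0.08 for lowered RNA (percentile 0.45) within 10 bp, and −0.04 for both within 50 bp (percentiles 13.9 and 11.4). Within 10 bp, 5 genes with raised RNA were higher than summits of like strength, among them H2-Q7 (270 against 223 tags) and Glg1 (114 against 92 tags), and 4 were lower, among them Rbmx (87 against 186 tags) and Pign (105 against 179 tags). Of the genes with lowered RNA 7 were higher, such as Mvd (180 against 152 tags), and 6 lower, such as Nt5e (100 against 199 tags).

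The genes the study named as more accessible were chosen on these samples, so they are no independent evidence of a direction. Of 32 protein-coding members, 26 had a gene-end peak in the Cited2 list and 25 in the GFP list (percentile 43.4). Hoxd13, Trp53tg5 and the neuronal transcription factor gene Neurod2 had one in the Cited2 list only, and Dnmt3a, a DNA methyltransferase gene, and Wnt9b in the GFP list only. The study compared promoters, whereas a gene-end peak can lie at either end of a gene. Strand was not known here, so these peaks do not check the study's direction for a gene. The median deviation of the named genes at gene ends was 0.03 within 10 bp (percentile 71.1) and 0.08 within 50 bp (percentile 93.7). Terf2ip was higher (129 against 103 tags, deviation 0.54) and Kif9 lower (183 against 277 tags, deviation −0.29). All 3 genes named as less accessible, Zhx1, Syt4 and Syndig1, had a gene-end peak in both lists (percentile 50.3). Syt4 was lower in the Cited2 pool (77 against 125 tags, log2 ratio −0.57, interval −0.98 to −0.16), and Zhx1, at 310 against 410 tags, had a log2 ratio of −0.27 that other summits of its strength shared (deviation −0.04, interval −0.26 to 0.17). Within 50 bp Syndig1 had 60 against 87 tags (deviation −0.32, interval −0.79 to 0.16), and the median deviation of the 3 genes was −0.32 (percentile 2.63). These 3 were also chosen on these samples.

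Neurogenic bHLH and homeobox genes had a gene-end peak for 60 of 72 members in the Cited2 list and 53 in the GFP list, with Lhx2, Pax3 and Otx1 among the strongest of 12 Cited2-only members and Otx2, Hand2, Pax2, Neurod1 and Lhx3 in the GFP list only (net share percentile 76.7). Of 39 Hox genes, Hoxd13, Hoxa11, Hoxb7, Hoxc8 and Hoxa13 were in the Cited2 list only and Hoxa9 and Hoxc11 in the GFP list only (percentile 64.0). Wnt genes had 54 of 62 members in the Cited2 list and 56 in the GFP list (percentile 6.95), with Tcf7 and Wnt7b against Wnt9b, Wnt5a, Lgr6 and Wnt9a. All 33 Notch genes with a peak in one list had it in the other (percentile 36.2). Within 10 bp the gene ends of Notch2, Numb and Maml2 were lower in the Cited2 pool than summits of like strength. Within 50 bp, 2 of 29 Notch genes were higher and 3 lower, with a median deviation of −0.01 (percentile 49.0). For chromatin regulators the counts were 79 and 76 of 84 (percentile 75.9). Dnmt1, Cbx7, Kdm6b and Hdac4 had a peak in the Cited2 list only, with 52 to 73 tags, and Dnmt3a in the GFP list only, with 63 tags. Whether these weak peaks lie at a promoter or a 3′ end was not known here. Hdac5 and Smarcc1 were higher and Kat2b and Chd1 lower in the Cited2 pool than summits of like strength. Among Cited2 partner factors, Cdx1 and Tfap2e were in the Cited2 list only (33 against 31 of 38, percentile 79.4), and Creb1 was higher than summits of like strength (deviation 0.21). Of the cell cycle genes, E2f2 was in the Cited2 list only (58 and 57 of 58, percentile 77.8).

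Groups tied to neuronal function and injury differed little in peak presence. Regeneration-associated genes had a gene-end peak for 41 of 46 members in the Cited2 list and 42 in the GFP list, the neuropeptide gene Vip being the difference (percentile 16.5). Atf2 and Fosl2 were higher and Marcks lower than summits of like strength. For ion channels the counts were 59 and 55 of 69 (percentile 57.1), with Kcnt1, Cacna1i and Asic2 among the strongest in the Cited2 list only and Hcn2, Trpa1, Scn1a and Scn11a in the GFP list only. The cold sensor gene Trpm8 had 290 against 274 tags (deviation 0.44). Housekeeping genes had counts of 37 and 35 of 38 (percentile 94.4), with Ywhaz and Reep5 in the Cited2 list only.

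Markers of other cell types had gene-end peaks in both pools. So had 16324 of 21887 protein-coding genes in the Cited2 list and 15754 in the GFP list, so such peaks alone do not show that these cells were present. The largest difference was in endothelial markers, 17 against 11 of 18, with Pecam1, Emcn, Ly6c1 and Tek the strongest of 6 Cited2-only members (percentile 95.9), and these 4 peaks were weak, with 56 to 59 tags. The list lay outside the central 95% with unmatched random lists (percentile 99.97), with 20 bins (97.7) and with equal numbers of peaks (98.4), and inside it with a window of 2500 bp (85.3). Sensory neuron markers had 30 and 32 of 35, with Nppb and Calcb in the Cited2 list only and Trpa1, Ntrk3, Mrgprd and Scn11a in the GFP list only (percentile 7.75). Satellite glia and Schwann cell markers had 20 and 21 of 25, with Ncmap and Aatk among those in the Cited2 list only and Cdh19 and Pmp22 among those in the GFP list only (percentile 16.4). Immune markers had 21 and 22 of 25, with Ptprc in the Cited2 list only and Adgre1 among those in the GFP list only (percentile 15.8), and fibroblast and mural markers 16 and 15 of 20, with Pdgfra and Acta2 against Myh11 (percentile 56.6). Genes of the silent tissue-restricted list, whose expression was not measured here, had 31 and 33 of 46. Fgb, Ins1 and Prm1 stood against Krt14, Myog, Prm2, Krt5 and Hnf4a (percentile 6.53).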

Values the study reported

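The study reported 1436 promoter genes and 2615 enhancer regions as differentially accessible between Cited2 overexpression and GFP control, at an unadjusted p under 0.05 over the separate samples. Its footprint analysis counted 20,745 motif footprints in promoters that were more accessible and 6114 in those that were less accessible. At enhancers these counts were 19,196 and 982.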

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

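The strength trend in every form, the thinned GFP list, the thresholds of 20 and 50, the strongest group of summits and the requirement that a region itself be absent were chosen after the data had been seen; the other settings were set before the data were examined. No paired analysis was possible because each deposited list pools the samples of a condition, and for the same reason no sample could be left out. Motif shares, exon or intron annotation and a set of transcription start sites were not run. The ratio of Cited2 to GFP regions, 1.23, stayed above 1 at a −log10 p of at least 3, at q of at most 0.05 and on chromosome subsets, was 1.01 with equal numbers at the shorter list's length, which sets it near 1 by construction, and turned to 0.973, 0.765, 0.793 and 0.787 at −log10 p of at least 5, 10, 20 and 50 and to 0.822 at 10 with GFP thinned. The ratio of list-only regions, 1.48, turned to 0.983 and 0.398 at 5 and 10 in both lists, to 0.412 and 0.0709 at 10 and 20 in the region's own list only, and to 0.960 with 50000 peaks each. The share of Cited2 regions that were shared, 37.6%, was 38.4%, 47.9% and 81.7% at 3, 5 and 10 in both lists and 38.8% at q of at most 0.05. It was 41.5%, 65.1% and 48.4% with equal numbers (shorter list, 50000, 100000), and 34.6%, 26.7% and 31.2% when an overlap of 0.5 of the smaller region, 0.5 of both, or summits within 150 bp were required. With the threshold in the own list only it was 41.7%, 60.5%, 95.2% and 99.9% at 3, 5, 10 and 20. The ratio of genes with a gene-end peak, 1.08, turned to 0.946 at 10. The ratio of list-only genes, 1.78, was 1.07 at 5 and 0.481 at 10, and 1.15, 1.20 and 1.11 with equal numbers (shorter list, 50000 and 100000). The ratio of distal list-only regions, 1.48, was 0.978 and 0.387 at 5 and 10 and 0.942 and 0.997 with 50000 and 100000 peaks each. The share of Cited2-only regions at a gene end, 10.4%, was 9.46% by the summit base. By net share 0 gene lists stood apart, against 1 with unmatched random lists and 1 with 20 bins (the endothelial list both times) and 2 with equal numbers (the endothelial and the silent list); by deviation of gene-end summits there were 2 within 10 bp (synaptic transmission, lowered RNA) and 1 within 50 bp (synaptic transmission), and 2 and 2 with the trend over all summits. With gene bodies and 1 kb or 10 kb flanks there were 1 and 1 within 10 bp (immune; Hox), matched or unmatched, and within 50 bp 2 and 2 unmatched and 5 and 3 matched, none of them synaptic. The median log2 ratio of −0.07 was −0.04 with summits within 50 bp and −0.23 in the strongest of 10 groups of summits, and the ratio of higher to lower summits, 0.525, turned to 1.13 against the strength trend and to 1.098 against a trend over all summits. Depth as a cause of the turn with the threshold is covered by the thinned list, and further causes are weighed with the strong peaks. Depth also limits the weak peaks: with a background of 32.2 and 35.2 tags, list-only regions rest on a median of 55 and 60 tags.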

Other observations

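The tests of depth, of the share of tags at open sites, of the Cited2 locus, of housekeeping genes and of the neuron and RNA lists were all chosen after the result each measures had been seen or could be worked out from counts already seen. Of 14 members of the immune list with a gene-end summit matched within 50 bp, 3 were higher and 1 lower in the Cited2 pool than summits of like strength. Whether each member, Runx1 among them, marks immune cells alone in these ganglia was not examined here. Runx1 (116 against 96 tags, deviation 0.48), Spi1 (144 against 123 tags, deviation 0.44) and Fcgr3 (274 against 299 tags, deviation 0.24) were the higher members. Fcer1g was the lower one (87 against 142 tags, deviation −0.48).

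Peaks were few on chromosome X. It held 734 peaks of the Cited2 list and 816 of the GFP list, or 0.292 and 0.325 per annotated gene, against 6.35 and 5.0 per gene on the autosomes. The mice were male and so carried 1 copy of chromosome X, which was imitated by thinning each autosomal pileup by a factor of 0.5. After that, 0.468 and 0.542 autosomal peaks per gene still passed, 1.603 and 1.667 times the density of chromosome X. A single copy would thus account for most of the shortfall, and the rest was not explained.

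The Cited2 list had fewer strong peaks although it was the longer list. Depth as the whole cause is argued against, since thinning the GFP pool to the depth of the Cited2 pool took its peaks with a −log10 p of at least 10 from 39845 to 37071, still 1.15 times the Cited2 number. A candidate explanation is a smaller share of tags at open sites in the Cited2 pool. Autosomal summits in stretches of high local background, 317 in all, had a deviation of 0.17 (SE 0.01) from ordinary summits of like strength. It was 0.16 where the trend was taken over all summits. Their plain median log2 ratio was −0.02, so the deviation arises because ordinary summits of like strength were lower. Lowered accessibility at strong sites would give the same value, so it cannot tell these explanations apart. An effect of Cited2 on strong sites stays open, and cannot be told apart from the pool, because each condition is 1 pool and housekeeping gene ends were lower too (median log2 ratio −0.23).

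A summit inside the Cited2 gene had a log2 ratio 1.20 above the median of the 4 flanking summits (SE 0.20). A more open locus as a whole is argued against by those flanking summits, whose median log2 ratio was −0.20 and whose median deviation from summits of like strength was −0.01 (SE 0.10), against 1.14 for the summit inside the gene. Weak flanking peaks at 17715093 and 17734596, with 54 tags each, were called in the Cited2 list only and do not enter that median. Tags from the vector's Cited2 insert are a candidate explanation that the difference of 1.20 fits, although the test was chosen on the same summit. A local opening within the gene stays open, since neither exon positions nor reads were used here. The other matched summit inside the gene had 154 against 182 tags. A further pair inside the gene, not matched within 50 bp, had 171 tags at 17724409 in the Cited2 pool against 164 at 17724467 in the GFP pool. Depth-scaled, these were 5.31 and 4.66.

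The synaptic list lay below the central 95% of random lists in 4 of 12 versions of the pileup measure, all at gene ends, so the pattern itself may be a product of the choice among them. Fewer neurons in the Cited2 pool is another candidate explanation, under which the sensory neuron identity list would be lower as well: its median deviation was −0.10 over 19 summits, within the central 95% of random lists, and over the 12 versions it ranged from percentile 1.36 to percentile 96.5, so this cannot be told apart. Markers of other cell types did not settle it, with immune gene ends on the high side (median deviation 0.14, percentile 97.4), glial ones near the middle (percentile 49.4) and endothelial gene-end peaks for 17 against 11 of 18 markers. If accessibility followed the RNA changes of Cited2 overexpression, the raised-RNA list would lie above the lowered-RNA list. It did not: the difference in median deviation was −0.00092, within the half-width of 0.063 for random lists. A difference smaller than that half-width could not be seen, so this stays open too. An effect of Cited2 on these genes stays open as a hypothesis that 1 pool per condition cannot test.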
